# Identification of the Main Active Components and Mechanism of Wang Bi Tablet in Treating Rheumatoid Arthritis Based on Integrative Pharmacology

**DOI:** 10.3389/fphar.2021.669551

**Published:** 2021-06-04

**Authors:** Yuanyuan Jiao, Jia Xu, Hong Chen, Qiuyan Guo, Xiaofang Deng, Tong Zhang, Jingbo Zhang, Chenjing Shi, Ping Wang

**Keywords:** TCMIP, integrative pharmacology strategy, UPLC-QTOF-MS/MS, rheumatoid arthritis, Wang Bi Tablet

## Abstract

Wang Bi tablet (WBT) is used to treat rheumatoid arthritis (RA) in China. We employed integrative pharmacology, including rapid analysis of chemical composition, pharmacological experiment, and network pharmacology analysis, to elucidate the active components and mechanism underlying the effect of WBT against RA. The chemical fingerprint of WBT was revealed by UPLC-QTOF-MS/MS, and the chemical composition was identified. The anti-inflammatory effect of WBT was evaluated in TNF-α-stimulated RAW264.7 cells by ELISA and transcriptome sequencing. Network pharmacology analysis, functional enrichment analysis, and network visualization were performed. A total of 293 chemical constituents were preliminarily identified or tentatively characterized in WBT extract, and they effectively inhibited inflammatory response in TNF-α-stimulated RAW264.7 cells. Forty-eight key active constituents were identified based on high-frequency binding to hub targets and their corresponding targets number. Next, 135 corresponding hub genes, which may be the putative targets of WBT in treating RA, were selected. Functionally, the putative targets were significantly associated with the inflammatory immune response regulation module, energy metabolism regulation module, and cell function regulation module, corresponding to the traditional efficacy of WBT. In summary, this study revealed, for the first time using integrative pharmacology, that WBT may attenuate RA through the inflammation-immune regulation system.

## Introduction

Rheumatoid arthritis (RA) is a chronic autoimmune disease characterized by synovial hyperplasia, inflammatory cell infiltration, pannus formation, and destruction of articular cartilage and bone matrix, and this disease develops symmetrically and destructively, eventually leading to articular deformity and loss of function (Smolen et al., 2016; Burmester and Pope, 2017; McInnes and Schett, 2017; Aletaha and Smolen, 2018). RA has a worldwide prevalence of approximately 0.5–1%, affects women 2–3 times more often than men, and occurs in adolescents, adults, and the elderly, with a high incidence in people aged 40–60 years (Saraux et al., 2006; Myasoedova et al., 2010). Globally, the overall age-standardized prevalence and incidence rates of RA have been increasing since 1990 (Safiri et al., 2019). Between 2005–2014, the overall incidence of RA was stable compared with that in the previous decade, possibly owing to the changing prevalence of lifestyle factors, such as smoking and obesity (Myasoedova et al., 2020). As RA is a chronic, progressive disease, patients with RA have serious comorbid conditions, such as infection (Au et al., 2011), osteoporosis (Jin et al., 2018), cardiovascular disease (England et al., 2018), respiratory disease (Chatzidionisyou and Catrina, 2016), and cancer (Askling, 2007). Early diagnosis and treatment could slow down the progression of arthritic damage in 90% of RA patients, thereby preventing irreversible disability (Goekoop-Ruiterman et al., 2005). However, only a few patients can achieve long-term remission without long-term medical treatment (Matcham et al., 2014). At present, the western drugs for RA can be divided into five generations according to the development time and principles: nonsteroidal anti-inflammatory drugs, glucocorticoids, disease-modifying antirheumatic drugs, early biological agents mainly composed of TNF-α inhibitors, and new biological agents directly targeting T cells. In recent years, the development of effective biologics and small-molecule kinase inhibitors has markedly improved both the management and long-term prognosis of RA. However, these treatments are mainly used to relieve symptoms, and they cause adverse side effects including vomiting, rash, leukopenia, and liver and kidney damage. Therefore, it is urgent to find a safe and effective treatment strategy to improve both the management and long-term prognosis of RA.

Traditional Chinese medicine (TCM) is a medical and pharmaceutical system with unique theories and techniques that reflect the Chinese nations understanding of life, health, and disease. Wang Bi was first proposed by Mr. Shude Jiao in 1981 in China, mainly refers to RA and other diseases with joint deformation and bone damage, such as ankylosing spondylitis, tuberculous arthritis, and Kashin-Beck disease (Jiao and Wang, 2009). Owing to its minor side effects and reasonable treatment expenditure, TCM has become a significant strategy for treating chronic, complex, and geriatric diseases, such as RA, diabetes, emphysema, and chronic nephritis. Herbal TCMs, such as Danggui Sini decoction (Cheng et al., 2017), Guizhi Fuzi decoction (Peng et al., 2013), Huangqi Guizhi Wuwu decoction (Wang et al., 2010), and Wang Bi tablet (WBT) (Yang et al., 2009; Kang et al., 2011; Wu and Shen, 2011; Liu et al., 2012), have a long history of use in the treatment of RA. WBT is a Chinese patent medicine produced exclusively by Liaoning Haohushi Pharmaceutical (Group) Co., Ltd., and it has been recorded in the Pharmacopeia of the People’s Republic of China from the 2010 edition. WBT is composed of 17 herbal medicines, including *Rehmannia glutinosa* (Gaertn.) DC (Sheng Dihuang, SDH) 15.4g, processed *R. glutinosa* (Shu Dihuang, SD) 15.4g, *Dipsacus asper* Wall. ex DC (Xu Duan, XD) 11.5g, *Aconitum carmichaelii* Debeaux (Fu Zi, FZ) 11.5g, *Angelica pubescens* Maxim (Du Huo, DH) 7.7g, *Drynaria fortunei* (Kunze ex Mett.) J. Sm (Gu Suibu, GSB) 11.5 g, *Cinnamomum cassia* (L.). J. Presl (Gui Zhi, GZ) 7.7g, *Epimedium brevicornu* Maxim (Yin Yanghuo, YYH) 11.5g, *Saposhnikovia divaricata* (Turcz.) Schischk (Fang Feng, FF) 7.7g, *Clematis chinensis* Osbeck (Wei Lingxian, WLX) 11.5 g, *Gleditsia sinensis* Lam (Zao Jiaoci, ZJC) 7.7g, *Paeonia lactiflora* Pall (Bai Shao, BS) 9.2 g, *Cibotium barometz* (L.). J. Sm (Gou Ji, GJ) 11.5g, *Anemarrhena asphodeloides* Bunge (Zhi Mu, ZM) 11.5 g, *Lycopodium japonicum* Thunb (Shen Jincao, SJC) 7.7g, *Carthamus tinctorius* L. (Hong Hua, HH) 7.7g, and goat or sheep bones 15.4g.

Accumulating evidence from clinical practices has proved the efficacy of WBT against RA (Yang et al., 2009; Wu and Shen, 2011) and its ability to enhance the therapeutic efficacy of western medicines, such as methotrexate (Li, 2013; Zhang, 2016; Fan, 2019), in the treatment of RA. Until now, WBT research has been focused on the clinical practice. Thus, at present, basic research on WBT is still lacking in China. There is only one report on analysis of the chemical composition of WBT, in which 138 compounds were characterized by UPLC-Q-TOF-MS (Wang et al., 2019). Research on the pharmacological mechanism of WBT is limited to the NF-κB and JAK-STAT3 signaling pathways (Guan et al., 2018; Shen et al., 2019) as well as the balance between Th1 and Th2 cells (Wang et al., 2020). As a consequence, the pharmacological mechanism of WBT is largely unclear.

Integrative pharmacology, first proposed in 2014 (Xu and Yang 2014), is an interdisciplinary science that comprehensively explores the interactions between multiple constituents of TCM and the body at multiple levels, such as molecules, cells, tissues, organs, and animals (Wang et al., 2018). Integrative Pharmacology-based Network Computational Research Platform of Traditional Chinese Medicine (TCMIP v2.0, http://www.tcmip.cn/), which is composed of five databases (Xu et al., 2019) and seven functional modules (Xu et al., 2017), could assist the identification of chemical constituents and the elucidation of the molecular mechanisms of TCM (Mao et al., 2019; Feng et al., 2020; Ma et al., 2020). In the Database of TCM ingredients, we have introduced a characteristic parameter, namely “quantitative estimate of drug-likeness” (QED) to evaluate the druggability of our herbal components. QED includes ADME, water solubility, plasma protein binding rate, blood brain barrier permeability, inhibition of hepatic drug enzymes, hepatotoxicity, and intestinal absorption rate (Bickerton et al., 2012; Doak et al., 2014; Doak et al., 2016).

Therefore, we aimed to systematically analyze the chemical compositions of WBT and explore its molecular mechanisms against RA through the following scheme, as shown in Figure 1: 1) analyzing the chemical components of WBT via UPLC-QTOF-MS/MS and identifying the main chemical components by using the UNIFI 1.8 software; 2) evaluating the anti-inflammatory activity of WBT in TNF-α-stimulated RAW264.7 cells via transcriptome sequencing; 3) predicting the putative targets of the identified chemical components of WBT and collecting the putative targets of RA using TCMIP; 4) constructing a network of “Anti-inflammatory Core Genes-Putative Targets-RA genes” to identify the hub genes; 5) selecting key active constituents according to the binding frequency between hub targets and WBT components, and 6) conducting a functional enrichment analysis to investigate whether the molecular mechanisms of WBT against RA is mediated via regulation of its candidate targets. The findings of this study would advance our understanding of the pharmacological mechanism of WBT against RA.

**FIGURE 1:**
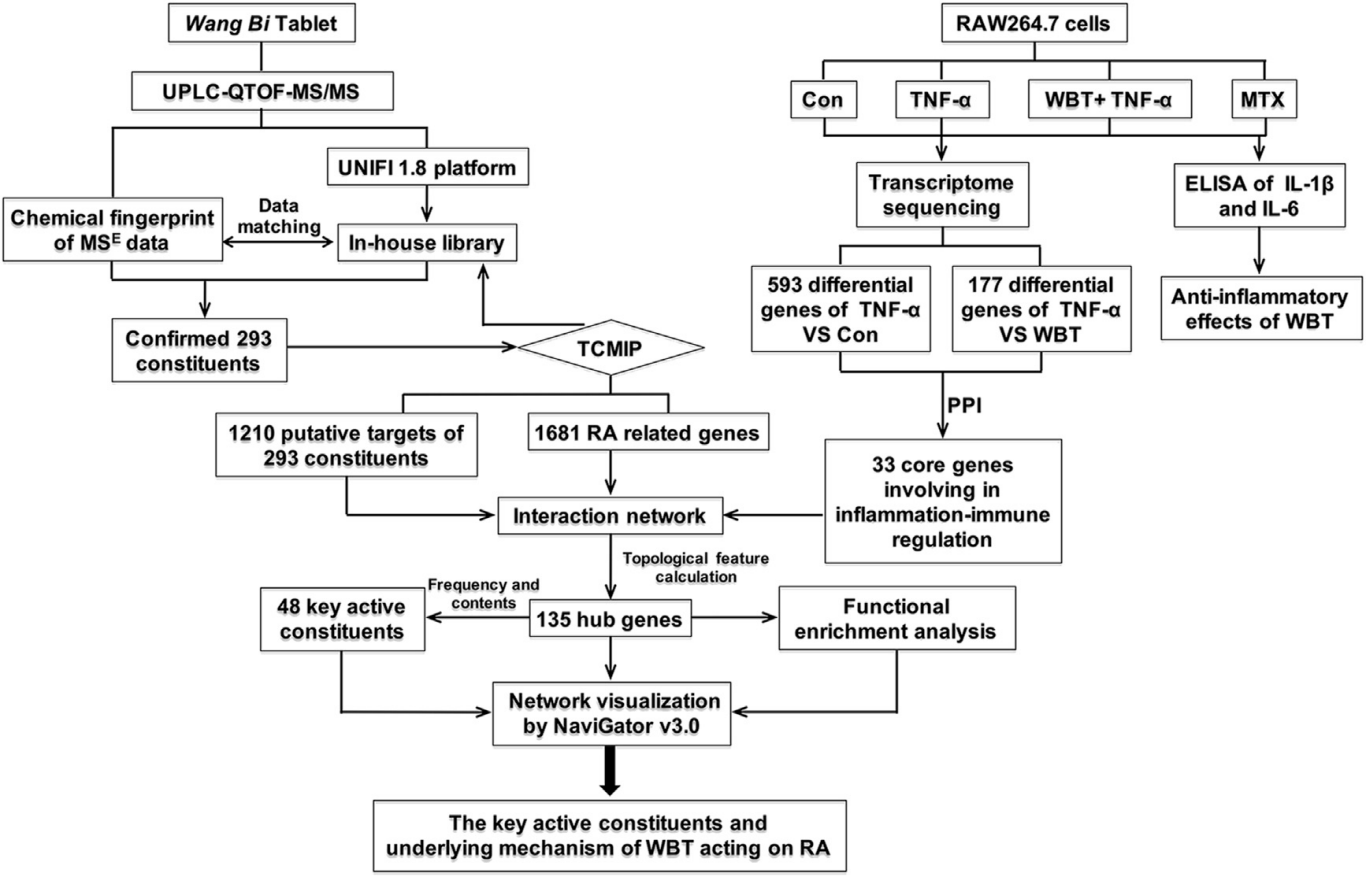
The scheme of the present study based on the “integrative pharmacology strategy” to elucidate the main active components and mechanism of WBT in treating RA.

## Materials and Methods

### Chemicals and Reagents

HPLC-grade methanol and acetonitrile were purchased from Fisher Scientific Co. (Loughborough, United Kingdom). HPLC-grade formic acid was purchased from Sigma-Aldrich (St. Louis, MO, United States of America). Distilled water was purchased from Watsons Water Co., Ltd. (Shenzhen, China). SDH, SD, XD, FZ, DH, GSB, GZ, YYH, FF, WLX, ZJC, BS, GJ, ZM, SJC, HH, and goat or sheep bones were purchased from Shanghai Traditional Chinese Medicine Co., Ltd. (Shanghai, China). The herbal medicines were identified by Mrs. Xirong He, a research assistant at the China Academy of Chinese Medical Sciences (Beijing), and the voucher specimens were deposited at the Institute of Chinese Materia Medica, China Academy of Chinese Medical Sciences.

Recombinant human TNF-α (catalog #300-01A) was purchased from PeproTech, Inc (Rocky Hill, NJ, United States of America). An MTT assay kit (ab211091) as well as IL-1β (ab46052) and IL-6 (ab178013) ELISA kits were purchased from Abcam (Burlingame, CA, United States). Dulbecco's modified eagle medium (DMEM) (LOT26019006), 0.25% trypsin (LOT10519010), penicillin streptomycin solution (LOT30002341), and phosphate buffer saline (PBS) (LOT18919010) were purchased from Corning, Inc (NY, United States). Fetal bovine serum (LOT10099-141) was purchased from Gibco BRL Co. (Boise, Idaho, United States). Methotrexate was purchased from Sigma-Aldrich (St. Louis, MO, United States of America).

### Preparation of Herbal Extracts

WBT preparation was conducted in complete compliance with that recorded in the Chinese Pharmacopeia (P985-986, 2015 edition). The procedure was as follows. Briefly, SDH 15.4 g, SD 15.4 g, GSB 11.5 g, GJ 11.5 g, and goat or sheep bones 15.4 g were decocted twice in eight and six volumes of water for 1.5 h. The decoctions were filtered and then combined to obtain extract S1. The remaining 12 herbal medicines were decocted as before to obtain extract S2. Next, S2 was evaporated under reduced pressure to the weight of the original herbal medicines in a rotary evaporator and then mixed with three volumes of EtOH. The mixture was allowed to stand for 16.0 h, and then the EtOH in the supernatant was recovered under reduced pressure to obtain extract S3. S1 and S3 were combined and concentrated under reduced pressure to obtain a thick paste (S4) with a relative density of 1.27–1.30 (50°C). BS 46 g and ZM 57.5 g were ground into powder and then filtered through a 100-mesh sieve. The fine powder was mixed thoroughly with S4 before freeze drying, and the lyophilized powder was screened through a 40-mesh sieve. Six batches of herbal medicines were extracted in parallel.

The fine lyophilized powder of WBT was ultrasonically extracted using 20 volumes of 70% MeOH for 0.5 h before centrifugation at 12,000 ×*g* for 10 min in an Eppendorf 5415D centrifuge (Eppendorf Co., Hamburger, Germany). After the supernatant was filtered through a 0.22 μm filter (Pall Corporation, Beijing, China), 2 μl aliquots were transferred to the UPLC-QTOF-MS/MS system for analysis. The quality control (QC) samples of WBT were prepared by mixing the six batches of herbal medicines.

### Instrumentation and UPLC-QTOF-MS/MS Conditions

The UPLC separation was performed using a Waters Acquity UPLC HSS T3 column (100 mm × 2.1 mm, i. d. 1.8 μm) on a Waters Acquity UPLC I-Class system (Waters Corp., Milford, United States of America). The column was maintained at 40°C. The mobile phases consisted of eluent A (0.1% formic acid in deionized water, v/v) and eluent B (0.1% formic acid in acetonitrile, v/v), and the linear gradient program was as follows: 0–1 min, 1% B; 1–10 min, 1–20% B; 10–20 min, 20–40% B; 20–25 min, 40–50% B; 25–28 min, 50–100% B; 28–33 min, 100% B; 33–33.1 min, 1% B; 33.1–35 min, 1% B. The flow rate was 0.5 ml/min, and the injection volume was 2 μl.

The MS experiment was performed on a Waters Xevo G2-S Q-TOF Mass System (Manchester, United Kingdom) equipped with electrospray ionization (ESI). The data acquisition modes were MS^E^ centroid for all samples and the extra continuum mode for QC samples in both the ESI^+^ and ESI^−^ ionization modes. The operating parameters were set as follows: mass range, 50–1,500 Da; source temperature, 100°C; desolvation temperature, 400°C; desolvation gas flow, 800 L/h; sampling cone, 40 V; capillary voltage, 2.5 KV for ESI^−^, 0.5 KV for ESI^+^. At low CE scan, the auto MS collision energy was 6 eV. At high CE scan, the collision energy was 15–45 eV ramp for ESI^+^ and ESI^−^.

Leucine enkephalin was selected as the lock-mass at a concentration of 200pg/ml in acetonitrile (0.1% formic acid): H_2_O (0.1% formic acid) (50:50, v/v) for the positive ion mode ([M + H]^+^ = 556.2771) and negative ion mode ([M−H]^−^ = 554.2615) via a lock spray interface.

### Cell Culture

RAW264.7 murine macrophage-like cells were obtained from Cell Resource Center, IBMS, CAMS/PUMC (Beijing, China) and cultured in DMEM supplemented with 10% heat-inactivated fetal bovine serum and antibiotics (100 U/ml penicillin and 100 U/ml streptomycin) at 37°C in a biochemical incubator (LRH-150, Shanghai, China) with humidified atmosphere containing 95% O_2_ and 5% CO_2_.

### MTT Assay

The cytotoxicity of WBT was analyzed via MTT assay. RAW264.7 cells (1 × 10^5^ cells/well) were plated in 96-well plates (*p* = 6) and incubated for 24 h. After washing with PBS, WBT (12.8, 25.6, 128, 640, 3200, 1.6 × 10^4^, 8.0 × 10^4^, 4.0 × 10^5^, 2.0 × 10^6^, 1.0 × 10^7^ ng/ml) or PBS was added to the cells, which were then incubated for another 24 h. Cell viability was evaluated using an MTT assay kit (#ab211091; Abcam) according to the manufacturer’s protocol, and the absorbance was detected by a PerkinElmer EnVision multimode plate reader (2104, Wellesley, MA).

### Drug Treatment

RAW264.7 cells were seeded on 96-well plates (*p* = 6) at a density of 1 × 10^5^ cells per well and incubated for 24 h. Next, the medium was discarded, and the cells were washed with PBS. The cells were subsequently incubated with PBS, TNF-α (20 ng/ml), TNF-α (20 ng/ml) + WBT (0.001, 0.01, 0.1, 1.0, or 10 μg/ml), or TNF-α (20 ng/ml) + methotrexate (MTX, 0.2 μg/ml) for another 24 h. Finally, the supernatant was collected for measurement of IL-1β and IL-6 using ELISA kits according to the manufacturer’s instructions.

### RNA Extraction and Quality Control

Total RNA was isolated using a RNeasy mini kit (Qiagen, Germany) according to the manufacturer’s protocol. RNA integrity was evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, United States of America). The quantity of total RNA in the samples was measured using a Qubit®3.0 Fluorometer (Thermo Fisher Scientific, United States of America) and NanoDrop One (Wilmington, DE, United States of America).

### mRNA-Seq

Paired-end libraries were synthesized using a TruSeq™ RNA Sample Preparation Kit (Illumina, United States of America) following the TruSeq™ RNA Sample Preparation Guide. Briefly, poly A-containing mRNA molecules were purified using poly T oligo-attached magnetic beads. Following purification, the mRNA was fragmented into small pieces using divalent cations at 94°C for 8min. The cleaved RNA fragments were copied into first-strand cDNA using reverse transcriptase and random primers. This was followed by second-strand cDNA synthesis using DNA Polymerase I and RNase H. These cDNA fragments then went through an end-repair process, the addition of a single ‘A’ base, and then ligation of the adapters. The products were then purified and amplified via PCR to create the final cDNA library. Purified libraries were quantified using a Qubit® 2.0 Fluorometer (Life Technologies, United States of America) and validated using an Agilent 2100 Bioanalyzer (Agilent Technologies) to confirm the insert size and calculate the mole concentration. Clusters were generated by cBot with the library diluted to 10 pM and then sequenced on an Illumina NovaSeq 6000 (Illumina, United States of America). The sequencing work was performed by Beijing Zhimei Yinuo Biotechnology Co., Ltd. (Beijing, China). The sequencing data has been uploaded to GEO website with Series record GSE165272.

### Bioinformatic Analysis

Bioinformatic analysis was also undertaken by Zhimei Yinuo Biotechnology Co., Ltd. The whole procedure is shown in Figure 2.

**FIGURE 2:**
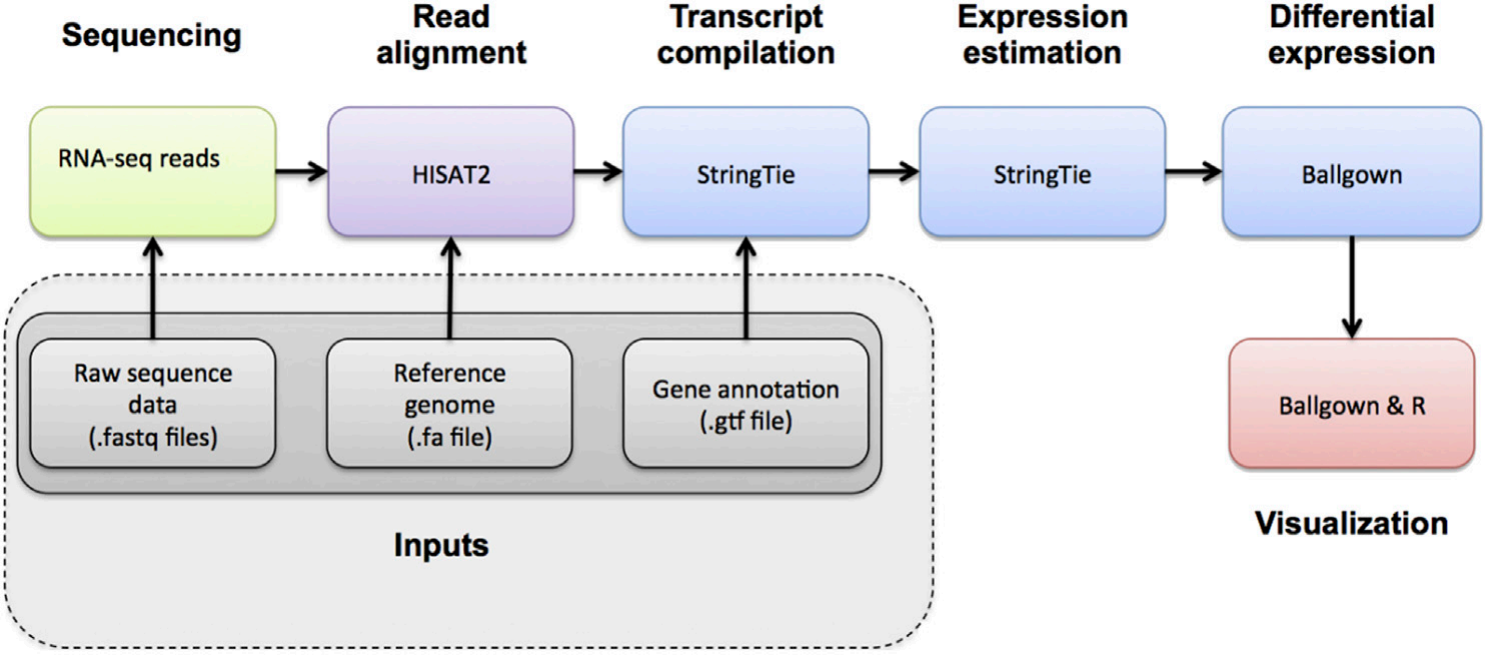
The whole procedure of bioinformatic analysis of transcriptomics.

### Prediction the Putative Targets of the Chemical Constituents of WBT

The TCM target prediction and function analysis module (TTFM) of TCMIP was employed to predict the putative targets of the compounds preliminarily identified in WBT. The prediction accuracy was set at 0.80 (moderate to high similarity) to select constitute-putative target pairs, and these genes were saved in the customer center. Simultaneously, the QED value was set at 0.49, and constituents with QED <0.49 will be filtered out.

### Collection of RA-Related Genes From TCMIP

The disease name “rheumatoid arthritis” and symptom nouns, such as “joint swelling”, “morning stiffness”, and “arthralgia” were selected to search in TCMIP in order to obtain RA-related genes among those saved in the personal user center.

### Network Visualization and Functional Enrichment Analysis

NaviGator v3.0 was employed to establish a network, and the Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8 (https://david.ncifcrf.gov) was used to elucidate the biological functions of the core efficacy gene set.

### Data Analysis

The UPLC-QTOF-MS/MS system was controlled by the Masslynx 4.1 software (Waters Corp.). The MS^E^ continuum data were processed by UNIFI 1.8 (Waters Corp.). The processes included data acquisition, data mining, library searching, and report generation. The chemical information of the 16 herbal medicines (except for goat or sheep bones) was collected in a list consisting of molecular name/formulae/weights and chemical structures (mol. format) from the literature and the Encyclopedia of Traditional Chinese Medicine (http://www.nrc.ac.cn:9090/ETCM/) (Xu et al., 2019). The list, as a customized library that could facilitate chemical identification, is shown in Supplementary Excel S1 [M+H]^+^, [M+K]^+^, [M+Na]^+^, [2M+H]^+^, and [M-e]^+^ were selected as additive ions in the positive ion mode. [M+COOH]^-^, [M-H]^−^, and [2M-H]^−^ were selected in the negative ion mode. The allowable maximum error range was 5 mDa/10 ppm, and the matched constituents were given the predicted fragments from the structure. The functional module of the mass fragment could facilitate the chemical identification of unmatched constituents based on the isotopic abundance, elemental composition, and i-FIT score.

## Results

### Characterization and Identification of Chemical Constituents in WBT

A total of 293 compounds were identified or tentatively characterized in both the positive (165) and negative 229) ion modes, including flavonoids, alkaloids, glycosides, coumarins, saponins, phenolic acid, and iridoids. The base peak intensity (BPI) chromatograms of WBT in two ion modes are depicted in Figures 3A,B. Among the 293 constituents characterized, 45 were identified in SDH or SD, 28 in XD, 23 in FZ, 23 in DH, 15 in GSB, 14 in GZ, 36 in YYH, 22 in FF, 7 in WLX, 8 in ZJC, 28 in BS, 8 in GJ, 26 in ZM, 16 in SJC, and 31 in HH. Detailed information of the 293 compounds is listed in Supplementary Excels S2, S3, including RT, M/Z, error, response, adducts, formula, name, fragments, category, and origin.

**FIGURE 3:**
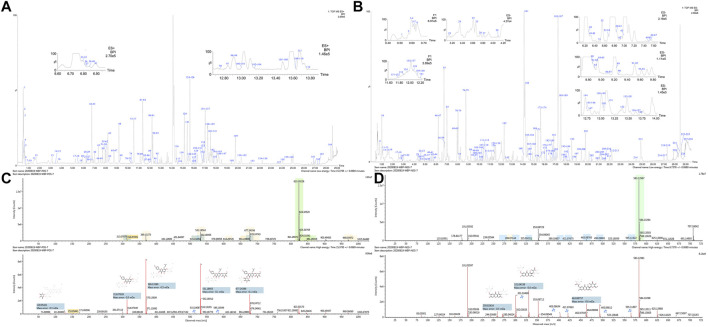
BPI chromatograms of WBT extracts **(A)** ESI^+^; **(B)** ESI^−^), and spectrum information of baohuoside VI **(C)** and akebiasaponin D **(D)** automatically provided by UNIFI™.

The BPI chromatograms of the water extract of WBT corresponding to the positive and negative ion modes are shown in Figures 3A,B. The mass spectra of two compounds are shown below. The ion at RT = 15.37 and [M + H]^+^ = 823.3022 was primarily identified as baohuoside VI (C_39_H_50_O_19_) in ESI^+^ after matching with data from the customized database (Supplementary Excel S4) of UNIFI. The main fragments were m/z 677.2438 [M + H-rha]^+^, 531.1860 [M + H-2rha]^+^, 369.1328 [M + H-Glc-2rha]^+^, and 313.0703 [M + H-Glc-2rha-C_4_H_7_]^+^, which were consistent with those in literature (Yu et al., 2016). In the same way, the ion at RT = 17.27 and [M-H]^−^ = 927.4931 was primarily identified as akebiasaponin D (C_47_H_76_O_18_) in ESI^−^. The main fragments were m/z 603.3904 [M-H-2Glc]^−^, 323.0984 [M-H-Glc-C_4_H_8_O_4_]^−^, and 179.0563 [M-H-Glc-C_3_H_6_O_3_]^−^, which were consistent with those in literature (Yang et al., 2016). The mass spectra and structures of the two compounds are displayed in Figures 3C,D.

### WBT Reduces the Release of IL-1β and IL-6 in TNF-α Stimulated RAW264.7 Cells

The MTT assay showed that WBT exerted no significant cytotoxicity to RAW264.7 cells even at a concentration as high as 1.6 × 10^4^ ng/ml (Figure 4A). Therefore, WBT concentrations ranging from 0.001 to 10 μg/ml were selected for the examination of the anti-inflammatory activity of WBT in TNF-α-stimulated RAW264.7 cells. In RAW264.7 cells stimulated with TNF-α (20 ng/ml) for 24 h, IL-1β and IL-6 levels in the culture medium were significantly increased (*p* < 0.01) compared with that in the control group. MTX, as a positive drug, exhibited an excellent effect against inflammatory responses, suggesting a good pharmacodynamic evaluation system. In RAW264.7 cells co-cultured with TNF-α and WBT at 0.1, 1, and 10 μg/ml, IL-1β and IL-6 levels were significantly reduced (*p* < 0.01) in a dose-dependent manner. WBT at a low dose (0.001, 0.01 μg/ml) did not exhibit any anti-inflammatory effects (Figures 4B,C).

**FIGURE 4:**
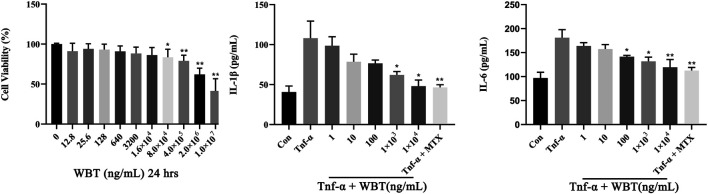
WBT prevents inflammatory response induced by TNF-α in RAW264.7 cells in a dose-dependent manner. Cell viability was determined by MTT assay **(A)**. The levels of IL-1β **(B)** and IL-6 **(C)** in cell culture supernatant were detected by ELISA kits (Mean ± SD, *p* < 0.05*, *p* < 0.01**).

### RNA-Seq Transcriptional Comparison Between Different Groups and Functional Enrichment Analysis of Core Genes

To elucidate the mechanism by which WBT altered the transcriptomic profile of RAW264.7 cells simulated by TNF-α, RNA-seq experiments were performed. 

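RAW264.7 is a mouse line that is cultured as a model of macrophages, and TNF-α is the cytokine used here to stimulate it. According to the paper, poly(A) RNA of RAW264.7 cells from 3 untreated cultures (Con), 3 cultures with 20 ng/ml TNF-α and 3 cultures with TNF-α and 1.0 μg/ml WBT, each for 24 h, was sequenced as paired-end libraries. For each of the 9 libraries the authors deposited FPKM values, the fragments per kilobase of transcript scaled to the depth of the library, for 56289 genes and for 144726 transcripts. Fig. 2 names HISAT2 for alignment, StringTie for the expression estimates and Ballgown for the comparison, and the text of the paper names neither versions nor a genome build. Of the genes, 98.1% had an entry in GENCODE release M21 for GRCm38, and the positions given for genes are taken from it. The FPKM values do not state the depth, so it was estimated from the step that 1 fragment adds to genes with a single transcript longer than 1000 bases. The estimated totals were 20225693 to 26056747 fragments in the Con libraries (median 21590873), 18889078 to 22425121 in the TNF-α libraries (median 21076874) and 16845924 to 19823235 in the TNF-α+WBT libraries (median 18311145). Between 55.6% and 59.3% of the low values per library lay within 0.1 of a whole number of fragments, where 20.0% would by chance, so fragments per gene are approximate. The 25417 genes above 0 FPKM in at least 3 of the 9 libraries were compared on the log2(FPKM + 0.1) scale, which understates the changes of low genes, with 1 limma model over all libraries. The thresholds were those of the paper, and Benjamini-Hochberg adjusted p-values were computed beside them. With 3 libraries against 3, an exact two-sided permutation test cannot give a p below 0.1.
Every one of 12 genes that all cells use lay above 1 FPKM in all 9 libraries. Of 18 macrophage genes, only Cd14 did, at 5.25 ± 0.616 FPKM (SD, n = 9 libraries). Ptprc, Spi1, Itgam, Adgre1, Tyrobp, Cybb and Ctss were listed at 0 in all 9 libraries, and Csf1r was at most 0.0725 FPKM. In the same libraries 14 of 18 genes typical of fibroblasts and 7 of 12 genes typical of Schwann cells, the glia of peripheral nerves, lay above 1 FPKM throughout.

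**Figure D1:**
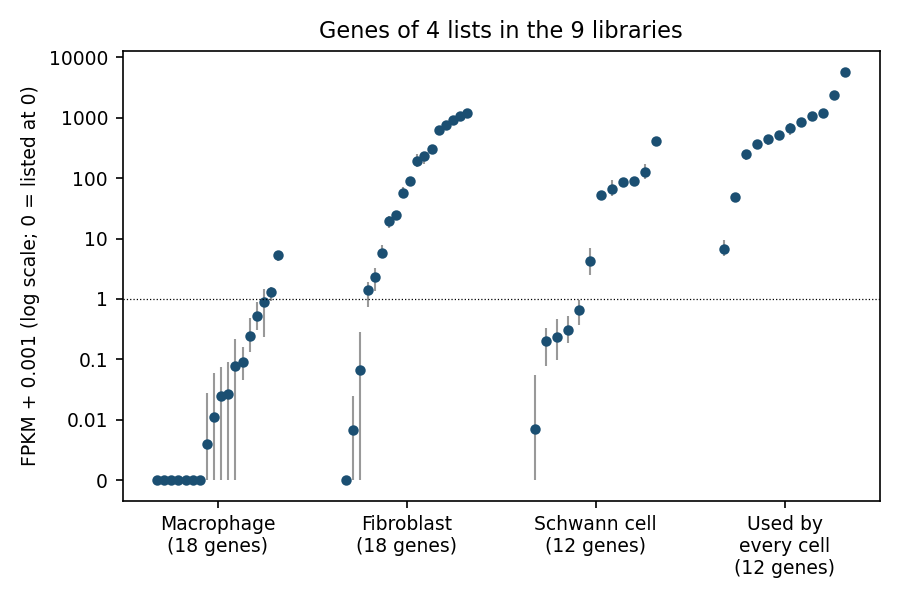
FPKM of the genes of 4 lists, on a log scale after adding 0.001, with 1 point per gene for the mean of the 9 libraries and a line from the lowest to the highest library. The dotted line marks 1 FPKM, which 1 of 18 macrophage genes and 12 of 12 genes used by every cell exceeded in all libraries.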

The control, TNF-α, and TNF-α + WBT (1.0 μg/ml) groups were selected as the biological samples according to the level of inflammatory factors. To ensure the accuracy of the analysis, we set three biological replicates for RNA-seq, a fold change of more than 2, and a *p* value of less than 0.05. 

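In a principal component analysis of the 9 libraries, the first component held 18.9% of the variance of the log2 values and the second held 13.5%. On the first component, the Con libraries scored from -46.1 to -36.1, the TNF-α libraries from 18.7 to 25.3 and the TNF-α+WBT libraries from 16.0 to 19.1. The Con libraries were thus apart from all others, while the ranges of the TNF-α and the TNF-α+WBT libraries overlapped. On the second component, the TNF-α libraries scored from -39.5 to -4.98 and the TNF-α+WBT libraries from 0.07 to 57.6, with 1 library, TNF-α+WBT replicate 3, at the upper end and the other 2 at 0.07 and 3.64. The mean distance between libraries over all tested genes was 91.2 within Con, 92.6 within TNF-α and 96.0 within TNF-α+WBT (3 pairs each). It was 100.1 between Con and TNF-α and 94.9 between TNF-α and TNF-α+WBT (9 pairs each), and the latter lies above the range of 91.2 to 94.6 between replicates of TNF-α and within that of 93.9 to 97.7 between replicates of TNF-α+WBT. Restricting the analysis to genes with a mean of at least 1 FPKM moved the share of the first component most, to 27.6%.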

Principal component analysis showed good separation between different groups and good consistency in the same group (Figure 5A). After treatment, 593 and 177 genes were differentially regulated between TNF-α vs. Con and between TNF-α+WBT vs. TNF-α, respectively (Supplementary Excel S5, S6). 

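At an unadjusted p under 0.05 and a fold change over 2, 615 of the 25417 tested genes differed between TNF-α and Con in the limma model, and 284 differed between TNF-α+WBT and TNF-α. Without the limit on the fold change, 4088 and 1605 genes had an unadjusted p under 0.05. After Benjamini-Hochberg adjustment over all tested genes, 1236 genes had an adjusted p under 0.05 between TNF-α and Con, and 1 gene had one between TNF-α+WBT and TNF-α. Of the paper's 593 genes, 581 could be tested here. The direction was the paper's in 580 of them, and 305 passed both thresholds. Of the paper's 177 genes, 167 could be tested, 166 had the paper's direction and 31 passed both thresholds. The genes past the thresholds were mostly weakly expressed. Their mean was below 1 FPKM for 409 genes (66.5%) in the first comparison and for 271 genes (95.4%) in the second, against 50.1% of all tested genes. The library with the most fragments of a gene held a median of 18.4 estimated fragments in the first comparison and 3.6 in the second, and 118 of the 284 genes had at most 3 fragments in each of the 6 libraries compared. Among the paper's 177 genes this median was 5.0. The choice that lowered the counts most was the pseudocount, and with a pseudocount of 1 in place of 0.1 there were 128 and 8 genes past the thresholds.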

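Of the 615 genes past both thresholds between TNF-α and Con, 349 were higher and 266 were lower with TNF-α. Of the 1236 genes with an adjusted p under 0.05, 746 were higher and 490 lower. Among the genes past both thresholds whose groups did not overlap, the smallest p belonged to complement gene C3 (ENSMUSG00000024164, chromosome 17, 57203970 to 57228136), at 8.77 ± 0.709 FPKM (SD, n = 3) in Con and 166.5 ± 6.84 FPKM (SD, n = 3) with TNF-α. Its log2 fold change was 4.23 (standard error 0.07, adjusted p = 4.01e-08, limma with Benjamini-Hochberg adjustment). The chemokine gene Ccl2 (chromosome 11, 82035571 to 82037453) rose from 36.0 ± 2.86 to 265.2 ± 3.51 FPKM (SD, n = 3 each) and the adhesion molecule gene Vcam1 (chromosome 3, 116109949 to 116129688) from 10.7 ± 0.123 to 47.1 ± 2.84 FPKM (SD, n = 3 each). Their log2 fold changes were 2.88 and 2.13. Sema4f, which encodes a semaphorin, had a log2 fold change of -1.77, from 19.9 ± 0.342 to 5.77 ± 0.0555 FPKM (SD, n = 3 each). H2-Q4, a class I histocompatibility gene with closely similar copies between which the authors' estimates could have divided fragments, had a log2 fold change of 2.00. With each library left out in turn, the log2 fold changes stayed between 4.18 and 4.29 for C3, 2.81 and 2.92 for Ccl2, 2.08 and 2.16 for Vcam1, -1.78 and -1.76 for Sema4f, and 1.96 and 2.06 for H2-Q4.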

Between TNF-α vs. Con, 376 genes were upregulated, and 217 genes were downregulated; these genes were regarded as “Inflammatory Immune Dysregulation Genes.” 

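Between TNF-α+WBT and TNF-α, 127 of the 284 genes past both thresholds were higher and 157 were lower with WBT. The only gene with an adjusted p under 0.05 was March8 (ENSMUSG00000025702, chromosome 6, 116338024 to 116409540), which encodes a membrane-bound ubiquitin ligase. It stood at 11.8 ± 0.884 FPKM (SD, n = 3) with TNF-α and at 27.1 ± 1.70 FPKM (SD, n = 3) with TNF-α+WBT, and the Con libraries held 12.9 to 15.7 FPKM. The log2 fold change was 1.20 (standard error 0.09, adjusted p = 0.0131, limma with Benjamini-Hochberg adjustment). With each library left out in turn it stayed between 1.14 and 1.25, and the adjusted p rose to at most 0.137, without TNF-α+WBT replicate 1. Simulated data sets without a WBT effect gave medians of 6 and 8 genes with an adjusted p under 0.05, in the 2 ways of simulation, so the count of 1 does not exceed that without an effect. An adjusted p under 0.05 was thus reached without an effect in these simulations. Their calls were not counted by expression level, so they do not judge March8 on its own. Among the genes past both thresholds whose groups did not overlap, the 4 with the next smallest p are predicted genes. Each was listed at 0 in every library of one of the groups. Genes changed by less than 2-fold were left out of this ranking, whatever their p. Gm48884 was listed at 0 in the 3 TNF-α libraries and at 0.136 to 0.240 FPKM with TNF-α+WBT, which is at most 1.9 estimated fragments per library. Gm24636, Gm45856 and Gm24046 were listed at 0 in the 3 TNF-α+WBT libraries, and no TNF-α library held more than 1.9 fragments of them. Their adjusted p-values lay between 0.0794 and 0.143 in limma.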

Between TNF-α+WBT vs. TNF-α, 92 genes were upregulated, and 85 genes were downregulated; these genes were regarded as “Anti-inflammatory Effect Genes.” Heat maps were generated to visualize the gene expression patterns in the three groups (Figures 5B,C). Interestingly, 45 genes that were differentially expressed between TNF-α vs. Con were significantly counter-regulated by WBT; thus, these genes may be the potential gene set responsible for the efficacy of WBT in reducing inflammatory responses. 

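In the limma model, 62 genes were past both thresholds in both comparisons with opposite directions, of which 37 rose and 25 fell with TNF-α. No gene passed both comparisons in the same direction. Both comparisons use the TNF-α libraries, so a library value that is high or low by chance in that group moves them in opposite directions. In 100 simulated data sets in which TNF-α and TNF-α+WBT libraries shared the same means, and genes unchanged against Con had the same mean in all libraries, between 48 and 85 genes were opposite (median 67.5). In 100 further simulations with the measured means of Con and of the stimulated libraries, between 58 and 108 were (median 84.0). The simulated data sets gave medians of 1 and 4 genes in the same direction, and of 515 and 994.5 genes past both thresholds between TNF-α and Con, where 615 were observed. Of the 62 genes, 59 had a mean below 1 FPKM and 28 held at most 3 estimated fragments in each of the 9 libraries. Leaving out TNF-α replicate 1, 2 or 3 gave 108, 126 and 100 opposite genes.

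**Figure D2:**
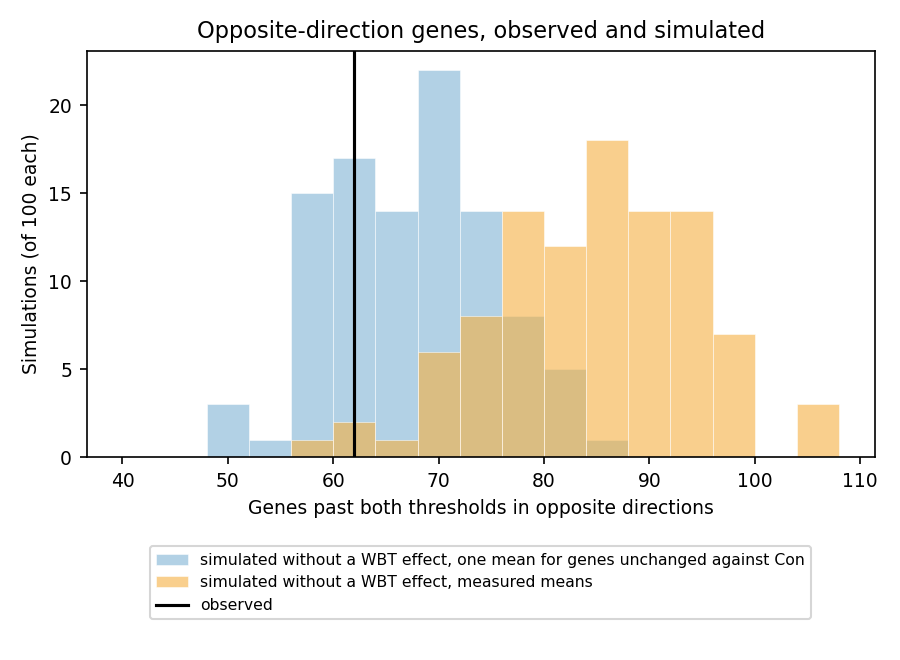
Number of genes past both thresholds in opposite directions in the 2 comparisons, in 100 simulated data sets of each kind without a WBT effect (bars) and as observed (line). The observed 62 lies within the 48 to 85 of the first kind and within the 58 to 108 of the second.

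Of the paper's 45 genes, 40 could be tested and 5 passed both comparisons. The long noncoding RNA gene Snhg20 (chromosome 11, 117076008 to 117078955), which shares exon sequence with Mir6516 and Gm26083, stood at 18.2 ± 5.42 FPKM in Con, 6.85 ± 4.30 with TNF-α and 20.6 ± 1.30 with TNF-α+WBT (SD, n = 3 each). Its log2 fold change was -1.52 with TNF-α and 1.74 with WBT, with adjusted p-values of 0.0567 and 0.404 in limma. Zmym1, a zinc finger gene, stood at 6.32 ± 0.647, 2.00 ± 0.377 and 4.70 ± 2.15 FPKM in the same order (SD, n = 3 each), and TNF-α+WBT replicate 3, at 2.24 FPKM, lay among the TNF-α libraries. Lrrc24, which shares exon sequence with C030006K11Rik, and Atad3aos had log2 fold changes of -1.86 and -1.24 with TNF-α and of 1.20 and 1.09 with WBT. These rest on few fragments. Lrrc24 held 4.7, 0 and 3.8 estimated fragments with TNF-α and 11.3, 8.9 and 8.3 with TNF-α+WBT. Atad3aos held 4.2, 2.0 and 3.8 with TNF-α and 7.7, 8.6 and 7.1 with TNF-α+WBT. Prl2c5 held 4.0, 5.0 and 5.0 estimated fragments in the TNF-α libraries and at most 2.0 in the other libraries. None of the 45 had an adjusted p under 0.05 between TNF-α+WBT and TNF-α, and 10 passed the unadjusted thresholds there. From the opposite directions in its own lists, the paper proposes that these genes may underlie the effect of WBT on inflammation.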

The 593 and 177 different genes were imported into the STRING database for construction of a PPI network including 264 nodes and 599 edges (Supplementary Excel S7). Thirty-three core nodes of the network were obtained by calculating the topological feature values, including degree, betweenness, and closeness. Generally, the node with a degree value of two-fold the median as well as betweenness and closeness values of one-fold the median is selected as the hub node. The 33 hub nodes included ABL1, ACTG2, ALDH1A7, B2M, C3, CCL2, CCL20, CCL5, CCL9, CES2C, CSF1, CXCL1, CXCL10, CXCR3, EPHA3, EPHA5, H2-K1, HVCN1, IRF7, JUN, MFI2, MMP3, MMP9, NMUR1, OLFM4, PLXNB3, RAB27A, RHBDF2, SEMA3G, THY1, TLR2, TRF, and VCAM1. 

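All 33 hub genes could be tested, MFI2 under its current symbol Meltf. Between TNF-α and Con, 26 were higher and 7 lower. An unadjusted p under 0.05 was found for 27 of them, 21 also had a fold change over 2, and 20 had an adjusted p under 0.05 over all tested genes. Adjusted over the list alone there were 25, which is not independent evidence, since the study chose the list on these libraries. Log2 fold changes ranged from -1.75 for Plxnb3 to that of C3. Csf1 rose from 21.7 to 55.9 FPKM, Mmp9 from 0.182 to 4.14 FPKM, Tlr2 from 3.35 to 11.3 FPKM and B2m from 212.0 to 433.4 FPKM. Ccl20 was listed at 0 in the 3 Con libraries and had a mean of 0.589 FPKM with TNF-α. Jun fell from 101.0 to 40.2 FPKM. Between TNF-α+WBT and TNF-α, the direction was opposite to that of TNF-α in 30 of the 33 genes. An unadjusted p under 0.05 was found for 11 of them, none had an adjusted p under 0.05 over all tested genes, and 6 did adjusted over the list alone. Of the 11, 10 went against the change with TNF-α, and all but Thy1 changed by less than 2-fold. Both comparisons share the TNF-α libraries, on which the list was also chosen, so opposite directions are favoured even without a WBT effect. For the counts of 30 and 10, no value without an effect was computed. The log2 fold changes with WBT were -0.38 for Ccl2 (standard error of 0.06, adjusted p = 0.179 in limma), -0.26 for Vcam1 (adjusted p = 0.300), -0.23 for C3 (adjusted p = 0.645) and 0.22 for Jun (adjusted p = 0.354). Thy1 held at most 1.0 estimated fragment in each TNF-α library and 3.0, 1.0 and 5.0 in the TNF-α+WBT libraries. In 14 of the 33 genes the group means of TNF-α and TNF-α+WBT both lay below 1 FPKM. Olfm4, Rab27a and Trf share exon sequence with other annotated genes, so their fragments may be divided.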

Based on functional enrichment analysis, these 33 genes were mainly involved in the inflammation-immune regulation module, and the purple box indicates that the pathway information was closely related to the occurrence and development of RA (Figure 5D), such as cytokine-cytokine receptor interaction, chemokine signaling pathway, TNF signaling pathway, NOD-like receptor signaling pathway, and Toll-like receptor signaling pathway.

**FIGURE 5:**
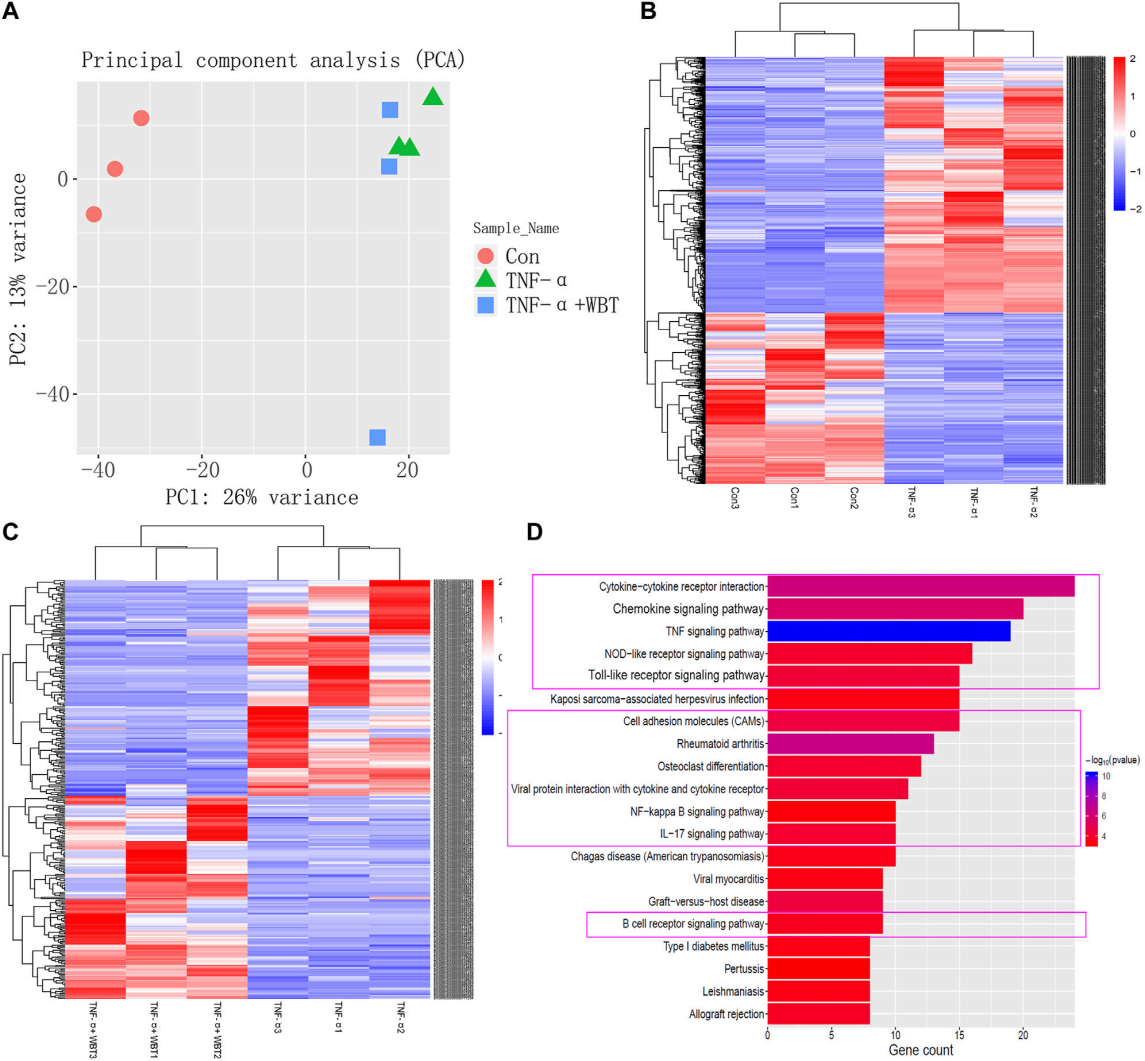
RNA-seq transcriptional comparison between different groups, and functional enrichment analysis based on network pharmacology. Principal component analysis of transcriptome sequencing results **(A)**. Differential gene expression profiles of TNF-α vs. Con **(B)** and TNF-α+WBT vs. TNF-α **(C)** were visualized in heat maps (fold change ≥2, *p* < 0.05). Pathway enrichment analysis of the hub genes responsible for the anti-inflammatory effect of WBT. The purple box indicated the pathways closely related to the occurrence and development of RA **(D)**.

### Underlying Mechanism and Key Active Components of WBT in Treating RA

By using the TTFM of TCMIP, we predicted a total of 1,210 putative targets based on the chemical structures of the 293 identified compounds (Supplementary Excel S8). Moreover, a total of 1681 RA-related genes were collected from the Disease-related Gene Database of TCMIP, as shown in Supplementary Excel S9. To illustrate the underlying mechanisms of WBT against RA, an interaction network of “Anti-inflammatory Hub Genes-Putative Targets- Disease Genes” was constructed using the TCM Association Network Mining Module of TCMIP. The interaction network included 2,251 nodes and 53,254 edges, with a network density of 0.011. A total of 566 core nodes of the network were obtained by calculating the topological feature values. In addition, a PPI network of the 566 core nodes was constructed, which included 566 nodes and 23,558 edges and had a network density of 0.074, which was significantly higher than that of the initial network (density 0.011) and in accordance with network centrality of hub nodes. Finally, 135 hub nodes were obtained by calculating the topological feature values, of which 81 were putative targets of WBT corresponding to 225 chemical constituents.

To explore the biological function of these 135 hub genes, DAVID v6.8 was employed for KEGG analysis. As shown in Figure 6, the pathway information could be divided into five function modules: 1) the synovial inflammation-immune imbalance regulation module. It was the most significant functional module that included NOD-like receptor signaling pathway, B cell receptor signaling pathway, T cell receptor signaling pathway, Fc epsilon RI signaling pathway, Toll-like receptor signaling pathway, primary immunodeficiency, leukocyte transendothelial migration, chemokine signaling pathway, complement and coagulation cascades, natural killer cell-mediated cytotoxicity, regulation of actin cytoskeleton, Fc gamma R-mediated phagocytosis, and cytokine-cytokine receptor interaction; 2) energy metabolism regulation module, including citrate cycle (TCA cycle), oxidative phosphorylation, adipocytokine signaling pathway, neurotrophin signaling pathway, insulin signaling pathway, valine, leucine and isoleucine biosynthesis, glycolysis/gluconeogenesis, and pyrimidine metabolism; 3) cell function regulation module, including focal adhesion, mTOR signaling pathway, ECM-receptor interaction, apoptosis, TGF-beta signaling pathway, and MAPK signaling pathway; 4) synovial pannus formation module, including VEGF signaling pathway and vascular smooth muscle contraction; 5) bone destruction regulation module, including osteoclast differentiation.

**FIGURE 6:**
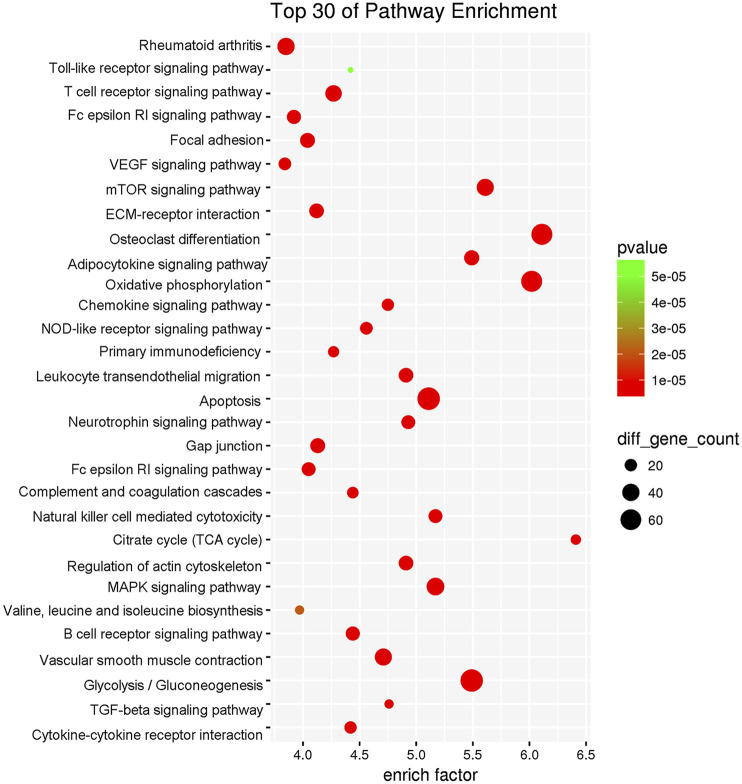
Top 30 enriched pathways for the 135 hub genes in the effect of WBT against RA.

The constituents that showed high-frequency binding to hub targets and had high content were selected as the key constituents (the target frequency and content were higher than the corresponding medians). A total of 48 key active constituents were selected, which corresponded to 13 herbal medicines. The detailed information is shown in Supplementary Excel S10. A multidimensional association network of “Herbal Medicines of WBT-Key Active Components-Core Targets-Functional Modules-Traditional efficacy” was visualized using NaviGator v3.0, as shown in Figure 7. Among the hub targets, 13 red triangles and 13 blue triangles represented the genes upregulated or downregulated, respectively, by WBP in the transcriptome data. These hub targets involved in different pathways were divided into four functional models corresponding to different traditional efficacies. 

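Fig. 7 names 27 targets drawn as triangles, of which the yellow one is Il1rn, and all 27 are in the paper's list for TNF-α+WBT and TNF-α. In the deposited values 26 could be tested, and 13 were higher and 13 lower with WBT, each in the paper's direction. An unadjusted p under 0.05 was found for 16 of them in limma, and for 4 with a fold change over 2. None had an adjusted p under 0.05 over all tested genes, and adjusted over the list alone 12 did, which is not independent evidence because the study chose the targets on these libraries. A mean below 1 FPKM was found for 25 of the 26, and the library with the most fragments of a target held a median of 4.95 estimated fragments. In 7 of the 26 no library of either group held more than 3 fragments. Hist1h2bb, a histone gene with closely similar copies, held 3.0, 3.0 and 2.6 estimated fragments with TNF-α and 0, 0.3 and 0.5 with TNF-α+WBT, so no fold change can be given. Prrt2, which shares exon sequence with Gm42742, held at most 2.1 estimated fragments with TNF-α and 4.6, 12.1 and 23.4 with TNF-α+WBT.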

The insulin signaling pathway; valine, leucine, and isoleucine biosynthesis; and glycolysis/gluconeogenesis were related to the tonifying of the liver and kidney as well as warming of the kidney to invigorate *yang*. The focal adhesion mTOR signaling pathway, ECM-receptor interaction apoptosis, TGF-beta signaling pathway, and MAPK signaling pathway were consistent with the elimination of malpractice, relief of pain, and strengthening of tendons and bones. The TCA cycle, oxidative phosphorylation, and adipocytokine signaling pathway were related to tonifying of the liver and kidney as well as warming and transforming of phlegm-damp. The other pathways were consistent with the boosting of blood essence, strengthening of tendons and bones, clearing and activation of the channels and collaterals, and promotion of blood circulation to remove stasis.

**FIGURE 7:**
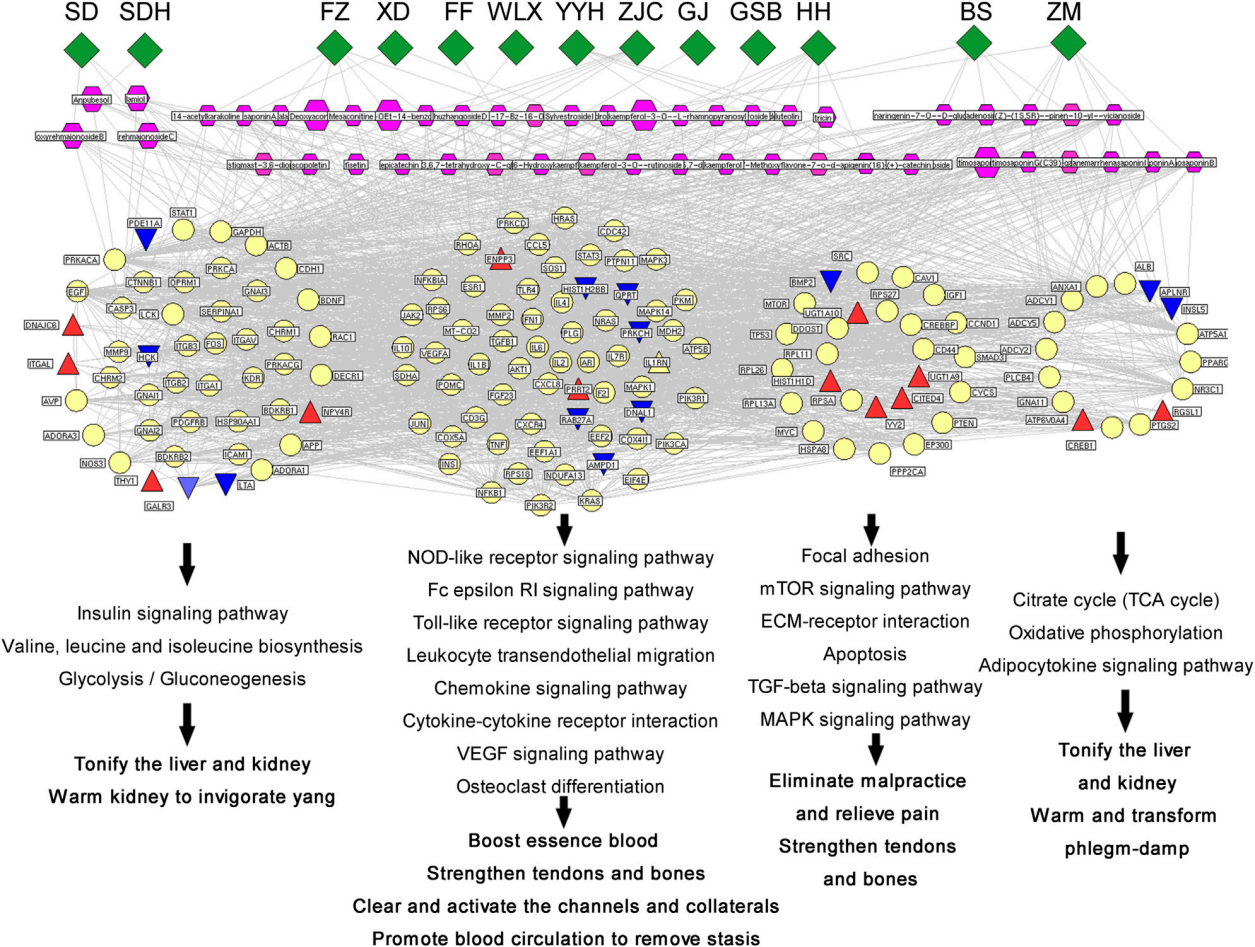
Network of “Herbal Medicines of WBT-Key Active Components-Core Modules-Traditional efficacy” was visualized using NaviGator v3.0.

## Discussion

In the present study, we analyzed the chemical compositions of WBT and explore its molecular mechanisms against RA using integrative pharmacology. This is the first study to explore the active constituents and underlying mechanism of WBT in treating RA using integrative pharmacology, including rapid analysis of chemical composition, transcriptome sequencing, and network pharmacology analysis. In this study, the BPI chromatogram of WBT extracts was obtained by UPLC-QTOF-MS/MS, and 293 chemical compounds were preliminarily identified or tentatively characterized by matching the MS^E^ raw data to in-house library data using the UNIFI 1.8 software. WBT at 0.1, 1.0, and 10 μg/ml significantly reduced IL-1β and IL-6 levels in RAW264.7 cells stimulated by TNF-α. Moreover, 593 and 177 differential genes were screened between TNF-α vs. Con and between TNF-α+WBT vs. TNF-α based on transcriptome sequencing analysis. An interaction network of “Inflammatory Immune Dysregulation Genes” and “Anti-inflammatory Effect Genes” was constructed, and the hub nodes, as calculated by the topological feature values, were mainly involved in the inflammation-immune regulation module, which is closely related to the occurrence and development of RA. To explore the underlying mechanism of WBT against RA and identify its key pharmaceutically active substances, a multidimensional association network of Real-World Medicines of WBT-Key Active Components-Core Targets-Functional Modules-RA Pathology” was visualized using NaviGator v3.0. A total of 48 key active constituents were obtained based on their high-frequency binding to hub targets and contents in WBT, and 135 hub corresponding genes were selected, which may be the putative targets of WBT in treating RA. Functionally, the 135 putative targets were significantly associated with the inflammatory immune response regulation module, energy metabolism regulation module, and cell function regulation module, corresponding to their traditional efficacy.

WBT is composed of 17 herbal medicines that fit the compatibility principle of Monarch, Minister, Assistant, and Guide. We herein discuss the mechanism of WBT in treating RA according to this principle, as the 48 key active constituents were mainly involved in 13 herbal medicines: SDH and SD are Monarch drugs; YYH, XD, GJ, FZ, DH, FF, WLX, ZC, HH, and BS are Minister drugs; and ZM and BS are Assistant and Guide drugs. The other three herbal medicines and one animal drug may exert therapeutic effects through other pathways or systems than the inflammation-immune regulation system. 21 of the 48 key active constituents belong to flavonoids, 7 alkaloid, 7 steroidal saponin, 3 monoterpenoid, 3 iridoid, 2 coumarins, 1 ribonucleoside, 1 sterol, and 1 tannin. According to our experience, flavonoids may have greater potential against RA. RAW 264.7 cell which we all know is one of the media for RA testing. Inflammation is an important pathological process of RA, so we selected TNF-α as inflammatory inducer.

Interestingly, the enrichment pathways are consistent with the traditional efficacy of the corresponding herbal medicines (Figure 7.). For example, 20 hub genes corresponding to 5 chemical constituents of SDH and DH, are correlated with the regulation of glucose and lipid metabolism and blood circulation, which are consistent with the traditional effect of SDH and SD in “tonifying the liver and kidney, benefiting essence and blood”. 32 hub genes corresponding to 9 chemical constituents of FZ, FF and WLX, are mainly involved in signal transduction and inflammatory response of the nervous system, which are consistent with the traditional effect of the three herbs in “clearing and activating the channels and collaterals”. 24 hub genes corresponding to 8 chemical constituents of YYH, XD, GSB and GJ, are correlated with various regulation pathways and energy metabolism in the body, such as the citrate cycle; oxidative phosphorylation; adipocytokine signaling pathway; neurotrophin signaling pathway; insulin signaling pathway, which consistent with the “warming the kidney and strengthening *yang*” efficacy of Minister drugs. 44 hub genes corresponding to 19 chemical constituents of ZC and BS, are mainly involved in inflammatory immune regulation pathways, signal transduction, and neuroinflammatory response, which are related to the effects of warm channels and freeing of vessels, invigorating blood circulation and dispersing stasis. 48 hub genes corresponding to 14 chemical constituents of ZM and BS, were mainly involved in the regulatory pathways of nutrients and energy metabolism, blood circulation regulation pathway, which were related to the overall regulation of physical fitness and the enhancement of the effects of other drugs.

In the transcriptome sequencing experiment, we found that IL-13Rα2, Tnfaip3, Tnfrsf14, and Tnfrsf9 were upregulated in TNF-α-stimulated RAW264.7 cells, which was related with the development of inflammation (Wilson et al., 2011). 

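With TNF-α, Tnfaip3 (ENSMUSG00000019850, chromosome 10, 19000910 to 19015657), which encodes an inhibitor of NF-κB signalling, rose from 4.31 ± 0.567 to 13.7 ± 3.52 FPKM (SD, n = 3 each), a log2 fold change of 1.62 (standard error 0.25, adjusted p = 0.00681, limma). Tnfrsf9 (chromosome 4, 150914562 to 150946102) rose from 4.08 ± 0.939 to 21.4 ± 9.68 FPKM (SD, n = 3 each), a log2 fold change of 2.30 (standard error 0.32, adjusted p = 0.00422, limma). Tnfrsf14 (chromosome 4, 154921933 to 154928563) rose from 0.864 ± 0.294 to 2.31 ± 0.257 FPKM (SD, n = 3 each), a log2 fold change of 1.37 (standard error 0.25, adjusted p = 0.0180, limma). In each of these 3 genes all TNF-α libraries were above all Con libraries, and with any library left out the log2 fold changes stayed at or above 1.44, 1.95 and 1.08. The adjusted p of Tnfrsf14 then reached at most 0.0696. Il13ra2 (ENSMUSG00000031289, chromosome X, 147383476 to 147429192) was listed at 0 in the 3 Con libraries and at 0.0624, 0 and 0.0464 FPKM in the TNF-α libraries, or 3.0, 0 and 2.0 estimated fragments. A difference in Il13ra2 was not detectable at this depth (adjusted p = 0.460, limma).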

The expression of Il1rn was upregulated in WBT + TNF-α-stimulated RAW264.7 cells, suggesting WBT could ameliorate inflammatory conditions stimulated by TNF-α (Matsuki et al., 2005; Hada et al., 2020). These findings were consistent with ELISA results about IL-1β and IL-6. Moreover, IL-1β and IL-6 were involved in 4 prediction pathways, including cytokine-cytokine receptor interaction, TNF signaling pathway, NOD-like receptor signaling pathway, and Toll-like receptor signaling pathway.

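Il1rn (ENSMUSG00000026981, chromosome 2, 24336853 to 24351494), which encodes the antagonist of the interleukin 1 receptor, was listed at 0 in the 3 TNF-α libraries. With TNF-α+WBT it was listed at 0.0653, 0.0204 and 0.0754 FPKM, which corresponds to 3.0, 1.0 and 3.0 estimated fragments of 16845924 to 19823235 per library. In the Con libraries it stood at 0, 0.00811 and 0 FPKM. As no library held more than 3 fragments, no fold change is given. Its adjusted p in limma was 0.579.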

There were two putative genes among the hub targets of WBT, which were also the drug effect genes identified by sequencing, namely hematopoietic cell kinase (HCK) and bone morphogenetic protein 2 (BMP2). The expression level of HCK was significantly downregulated, whereas that of BMP2 was remarkably upregulated after the treatment of RAW264.8 cells with WBT. 

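Between TNF-α and TNF-α+WBT, Bmp2 (ENSMUSG00000027358, chromosome 2, 133552159 to 133562885) fell from 0.127 ± 0.0321 to 0.0450 ± 0.0225 FPKM (SD, n = 3 each), a log2 fold change of -0.65 (standard error 0.23, adjusted p = 0.706, limma). All 3 TNF-α+WBT libraries were below all 3 TNF-α libraries (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). The paper's reported log2 fold change is -1.47.

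**Figure D3:**
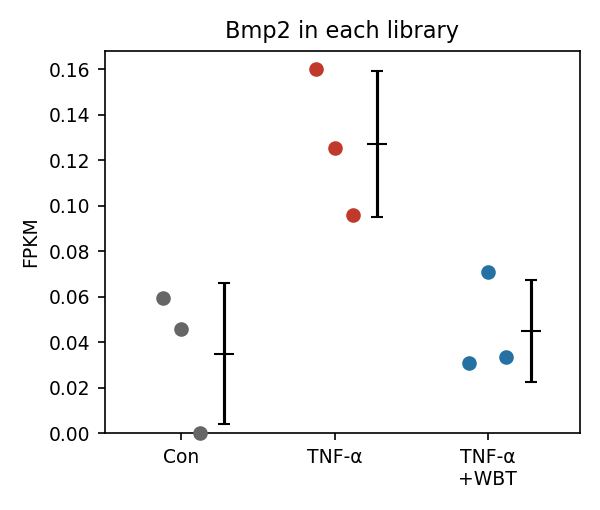
FPKM of Bmp2 in each of the 9 libraries, with the mean and SD of the 3 libraries of a group beside the points. It was highest with TNF-α and lower with TNF-α+WBT, at a mean of 0.0450 FPKM.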

HCK, a member of the Src family of non-receptor tyrosine kinases, is primarily expressed in myeloid cells and B lymphocytes. Moreover, HCK participates in the regulation of immune function by binding to the FC terminal of immunoglobulin (Ernst et al., 2002). HCK is highly expressed in macrophages, and its expression is further augmented during macrophage activation. HCK has been reported to be involved in various inflammatory reactions (English et al., 1993). The results of transcriptome sequencing showed that after inflammation was induced by TNF-α, cellular immunity was enhanced, and the expression level of was significantly increased. After WBT intervention, however, HCK expression level was effectively inhibited. BMP2, a member of the transforming growth factor-β (TGF-β) superfamily (Koseki et al., 2002), plays an important role in the recruitment and differentiation of undifferentiated mesenchymal cells and osteoblasts (Lyons et al., 1995; Deng et al., 2008). In the early stage of bone formation, BMP2 not only induced undifferentiated stromal cells to accumulate into bone-forming centers and differentiate into osteogenic cells but also reversed the differentiation of fibroblasts, myoblasts, and bone marrow basal cells into osteoblasts. For osteoblasts, BMP2 maintains its unique cell phenotype, induces an increase in osteoblast markers, and promotes extracellular matrix calcification. In the late stage of bone formation, BMP2, as an osteoclast differentiation factor, directly or indirectly stimulates osteoclast differentiation together with other osteoclast differentiation supporting factors, and participates in bone reconstruction. It has been reported that the expression of BMP-2 decreases upon bone and cartilage destruction in the pathogenesis of RA (Sun et al., 2019). 

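Bmp2 stood at 0.0593, 0.0456 and 0 FPKM in the Con libraries, at 0.160, 0.125 and 0.0959 FPKM in the TNF-α libraries and at 0.0307, 0.0710 and 0.0334 FPKM in the TNF-α+WBT libraries. No library held more than 12.0 estimated fragments of it. With TNF-α its log2 fold change was 0.77 (standard error 0.23, adjusted p = 0.117, limma). The decrease with WBT had an unadjusted p of 0.0205 in limma, which was 0.0666, 0.0633 and 0.0598 without TNF-α replicate 1, TNF-α+WBT replicate 1 and TNF-α+WBT replicate 3, and 0.114 with a pseudocount of 0.01.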

After intervention with anchoring agents or other cytokine inhibitors, the expression of BMP-2 increased significantly as the of the disease progressed, which was consistent with the transcriptome sequencing results of WBT in this study.

Although the current study reveals these important findings, there are still several potential limitations. Firstly, it is difficult to determine whether the correlation between herbs and their corresponding targets is direct or indirect. Secondly, it is difficult to confirm whether the interaction between herbs and their corresponding targets is positive or negative. Therefore, further experiments are needed to verify the results of this preliminary study.

## Conclusion

In summary, the 48 key active constituents contained in WBT may attenuate the major pathological changes in RA through their 135 candidate targets, which were involved the inflammation-immune regulation system, energy metabolism regulation module, and cell function regulation module. TCMIP v2.0 undoubtedly accelerates the process of chemical composition identification and network analysis, and transcriptome sequencing increases the accuracy of network prediction. This research strategy provides an efficient way to analyze chemical constituents and explore the pharmacological mechanism of TCM.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE165272

How the deposited data were processed for this re-analysis (not part of the article)

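RNA was sequenced from cultures that the paper describes as RAW264.7 cells, in 3 groups of 3 libraries each, untreated (Con), stimulated with TNF-α (20 ng/ml) or stimulated with TNF-α in the presence of WBT (1.0 μg/ml), for 24 h. The sample labels name the last group WBP, and it was taken to be the group the paper calls TNF-α+WBT. The authors deposited a table of FPKM per gene and a table of FPKM per transcript, which Fig. 2 traces to HISAT2, StringTie and Ballgown. All columns were mapped to a library, and no pair of libraries held identical values. For 54845 of 55230 genes with transcripts in GENCODE M21, the transcript values summed to the gene value within 0.0001 FPKM.

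The processing was done with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, and with R 4.3.3 and limma 3.58.1. Depth was estimated per library from 10717 genes with a single transcript longer than 1000 bases, and FPKM values were turned into estimated fragments per transcript. These fragments were used to judge precision, in the simulations, and in 1 alternative model, and they carry the error of the depth estimate and of fragments divided between transcripts. Up to 3 fragments was taken as the limit that a count of 0 allows. No fold change is given where both groups lay at or under it in every library, nor against a group listed at 0. Intervals and limits cover counting error only.

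Genes above 0 FPKM in at least 3 libraries were tested on log2(FPKM + 0.1) with lmFit and eBayes with an intensity trend, in 1 model with a mean per group over all 9 libraries. TNF-α was compared with Con and TNF-α+WBT with TNF-α. Genes were called at an unadjusted p under 0.05 with a fold change over 2, as in the paper, and separately at a Benjamini-Hochberg adjusted p under 0.05. Genes called in both comparisons with opposite directions were counted as counter-regulated. Single genes whose groups did not overlap were also compared by an exact two-sided permutation test. The genes named were chosen from those the paper discusses, its 33 hub genes, those of its 45 counter-regulated genes and Fig. 7 targets that were past the thresholds here, and in each comparison the 5 genes with the smallest p among those past the thresholds whose groups did not overlap. This rule, the thresholds, and the gene lists and alternative settings not stated below as chosen later were set before the data were examined.

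Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, for lists with at least 5 tested genes. The lists were the hub genes, the Fig. 7 targets, the 7 genes the paper's discussion names, and lists written from general knowledge for NF-κB targets, the interferon response, osteoclast genes, the tricarboxylic acid cycle and glycolysis. The list of the 2 ELISA genes had too few. Lists of genes typical of macrophages, fibroblasts, Schwann cells, neurons, melanocytes, epithelium, myoblasts and endothelium, and a list of genes used by every cell, were written after the values of some genes, Tnf and Ngfr among them, had been seen and before those of the other listed genes were. A gene above 1 FPKM in all 9 libraries was counted as expressed. Principal components were computed from the same log2 values, centred by gene.

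Alternatives covered the pseudocount, the filter on low values, the trend, a model of only the 2 groups compared, median centring, quantile normalization, the sum of transcript values, the replicate number as a block and each library left out in turn. A limma-voom model of the estimated fragments was chosen after seeing the data. Other splits of the libraries were counted, and data without a WBT effect were simulated 100 times in each of 2 ways from negative binomial counts. The model was tested on simulated data in which 200 genes changed 4-fold. The ELISA and the network and pathway analyses were not analysed here.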

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

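The tests in this part were all chosen only after the fold changes and the values of some genes, Tnf and Ngfr among them, had been seen. Ngfr is 1 of the 7 expressed genes of the Schwann cell list. The values of the other listed genes had not been looked at when the lists were written.

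The paper names some genes typical of other cell types, such as Thy1, and does not discuss them as such. Genes of 2 lists of other cell types were above 1 FPKM in all 9 libraries, 14 of the 18 fibroblast genes and 7 of the 12 Schwann cell genes, far above the limit that a count of 0 allows. The most abundant fibroblast genes were S100a4, Sparc, Col1a1, Fn1 and Col3a1, with means of 1177, 1065, 932, 763 and 636 FPKM over the 9 libraries. The Schwann cell genes included Ngfr (125 FPKM), Sox10 (91.3 FPKM), Foxd3 (85.1 FPKM), Cdh19 (66.4 FPKM) and Erbb3 (53.1 FPKM), while the myelin gene Mbp lay at 0.20 FPKM. The medians of the gene means were 72.9 FPKM for the fibroblast list and 28.6 FPKM for the Schwann cell list, against 588 FPKM for genes used by every cell. Above 1 FPKM in all libraries were also 4 of 12 neuron genes (median 0.124 FPKM) and 1 of 8 melanocyte genes (median 0.0010 FPKM), and none of 8 epithelial genes (0.0171), 6 myoblast genes (0.0017) or 6 endothelial genes (0.0094). No gene was in more than 1 list. The study's own lists hold 1 of the macrophage genes (Coro1a), 1 fibroblast gene (Thy1), 1 Schwann cell gene (S100b), 4 neuron genes and 1 myoblast gene (Pax7). How many of these genes RAW264.7 cells express cannot be read from these libraries.

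In the same libraries 15 of the 18 macrophage genes stayed below 1 FPKM throughout, and 12 were listed at 0 in at least 1 library. A failure common to all estimates, listing expressed genes at 0, would also reach genes that every cell uses. Of these 12, 0 were listed at 0 in any library (12 of 18 against 0 of 12, Fisher's exact test, two-sided, p = 0.000334). Of 88 ribosomal protein genes, 2 were listed at 0 in all 9 libraries. A failure limited to some genes is therefore not excluded. Gene names attached to the wrong values would scatter the genes of one process, but the ribosomal protein genes had a median percentile of 99.8 among all genes. A macrophage culture with other cells mixed in would keep the abundant macrophage genes well above 0, and the median of the macrophage list was 0.0172 FPKM. Cd68 had a mean of 1.29 FPKM and Lyz2 of 0.53 FPKM. These values argue against all 3 explanations, the first only as a failure common to all genes.

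The values are in line with a remaining explanation, that the sequenced cells were not macrophages: 1 gene of the macrophage list was above 1 FPKM in all libraries, while most genes of the fibroblast and Schwann cell lists were. This is a hypothesis, since it was found and tested on the same libraries. Whether the libraries were exchanged, or the culture was of another line, and whether the cultures of the ELISA were the same, cannot be answered from these data. The levels of Xist (at most 0.059 FPKM) and of the Y-linked Ddx3y (14.1 to 21.3 FPKM) are those of male cells, which does not tell which line was cultured. The pattern is the same in the 3 groups, so no condition of the design offers a biological explanation. What the comparisons between the groups say about macrophages depends on the answer.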

How the results depend on the processing

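The limma-voom model of estimated fragments was chosen after seeing the data. The other alternatives were planned. Unless stated, the cause of a change was not tested.

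Between TNF-α and Con, the 615 genes past both thresholds became 128 with a pseudocount of 1, 1057 with 0.01, 207 among genes with a mean of at least 1 FPKM, where fewer genes were tested, and 1138 with limma-voom. The other settings gave 537 to 622, and the 6 fits that left out 1 library 642 to 706. The number with an adjusted p under 0.05 stayed within 1.5 times of 1236 in all of these settings, with 828 to 962 when 1 library was left out. Between TNF-α+WBT and TNF-α, the 284 genes became 8, 639, 14 and 568 in the same order, 228 among genes with a mean of at least 0.1 FPKM, and 343 to 393 with 1 library left out. A larger pseudocount shrinks the fold changes of genes with low FPKM by construction. The share of higher genes was 87.5% with a pseudocount of 1, against 44.7%.

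The 1 gene with an adjusted p under 0.05 between TNF-α+WBT and TNF-α became 11 with a pseudocount of 0.01, 7 without the trend, 2 in the model of only the 2 groups, 2 with sums of transcript values and 5 with limma-voom, and March8 was among them each time. The replicate block gave 0 genes (1614 at an unadjusted p under 0.05). With 1 library left out, the 6 fits gave from 0 to 11, with 0 without TNF-α+WBT replicate 1 (1682 at an unadjusted p under 0.05) and 11 without TNF-α+WBT replicate 2. Residuals of libraries with the same number had correlations across genes of -0.03 to 0.032 over all genes tested and of -0.067 to 0.095 over genes with a mean of at least 1 FPKM, and with the block there were 619 and 288 genes past both thresholds.

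The 62 counter-regulated genes became 1 with a pseudocount of 1, 160 with 0.01, 3 among genes with a mean of at least 1 FPKM and 155 with limma-voom. Of the 160 and of the 155, 46 and 40 were among the 62. The other settings gave 45 to 73, and the 9 fits that left out 1 library 58 to 126, with the 3 highest without TNF-α replicate 1, 2 or 3. The share of variance on the first component became 27.35%, 15.44%, 20.62%, 27.62% and 21.45% with a pseudocount of 1 or 0.01, genes with a mean of at least 0.1 or 1 FPKM, and genes scaled to unit variance, and lay between 18.99% and 21.46% with 1 library left out. Con and TNF-α were apart on it in all 11 settings without a library left out. TNF-α and TNF-α+WBT were apart on it with a pseudocount of 1 and with scaled genes only.

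For gene lists, the values are p-values of camera at the preset correlation unless another test is named. For glycolysis with TNF-α (0.0371), p was 0.0507 and 0.0508 among genes with a mean of at least 0.1 and 1 FPKM, 0.429 with an estimated correlation and 0.271 with fry, and 0.00419 to 0.287 with 1 library left out, being over 0.05 without Con replicate 3 (0.287), TNF-α replicate 2 (0.192) or TNF-α replicate 3 (0.0637). For the tricarboxylic acid cycle with TNF-α (0.0151), it was 0.157 with an estimated correlation and 0.00517 to 0.0965 with 1 library left out, being over 0.05 without Con replicate 1 (0.0965) or TNF-α replicate 1 (0.0613). Osteoclast genes with TNF-α (0.624) had 0.0217 with fry. Glycolysis with WBT (0.00451) had 0.292 with an estimated correlation, 0.308 with fry and 3.52e-05 to 0.305 with 1 library left out, being over 0.05 without TNF-α replicate 1 (0.112) or TNF-α+WBT replicate 2 (0.305). With WBT, lists without a difference changed sign: the Fig. 7 targets with genes above 0 in at least 1 library (0.755), the osteoclast genes among genes with a mean of at least 0.1 FPKM (0.966), and the interferon response in these 2 settings (0.846 and 0.863), with a mean of at least 1 FPKM (0.109), quantile normalization (0.987), the replicate block (0.940) and fry (0.986). With 1 library left out their p lay from 0.554 to 0.984, 0.329 to 0.655 and 0.186 to 0.879, with reversals without TNF-α+WBT replicate 1 (0.984) or 2 (0.749) for the targets, without TNF-α replicate 2 (0.655) or TNF-α+WBT replicate 2 (0.469) for the osteoclast genes, and without TNF-α replicate 1 (0.775) or 3 (0.879) or TNF-α+WBT replicate 2 (0.186) for the interferon response. The NF-κB and hub gene lists kept their direction and a p under 0.05 in both comparisons in every setting run.

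Of 66 values of single genes under 1142 alternatives, 1089 kept direction and side of an unadjusted p of 0.05, 52 were weaker, 1 was stronger and 0 were reversed. The changes were in 12 results, and 38 of the 52 came from leaving out a library. Of the 66 values, all but that of Il13ra2 with TNF-α had an unadjusted p under 0.05 in the main model. Other named genes could change sign with WBT. Over the alternatives, log2 fold changes ran from -0.34 to 0.12 for Tnfaip3 and from -0.44 to 0.15 for Tnfrsf9. The list of the 2 ELISA genes could not be tested. The depth limits all results for genes with a few fragments per library, for which neither a difference nor its absence can be shown. In simulated data, the model called 59% of 200 genes with a 4-fold change and 100% of the 98 with at least 100 fragments, with a median log2 fold change of 2.00, and 5.06% of unchanged genes had an unadjusted p under 0.05, while 17 of them had an adjusted p under 0.05.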

Differences from the paper's values

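Between TNF-α+WBT and TNF-α, 284 genes were past both thresholds, against the paper's 177, and 157 of them were lower, against the paper's 85. Of the alternatives set before the data were examined, the filter to a mean of at least 0.1 FPKM (228 genes, 126 lower) brought both counts within 1.5 times the paper's, and eBayes without the trend (261 genes) the first only. The others did not. The paper's own table for this comparison holds 332 genes, of which 177 have a symbol. The 284 genes here were not limited to genes with a symbol, so part of the gap may lie between unlike sets.

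Il13ra2 had a fitted log2 difference of 0.42 with TNF-α, against the paper's log2 fold change of 5.47136, and Il1rn one of 0.60 with WBT, against the paper's 5.93036. No library compared held more than 3 estimated fragments of either gene, so the fitted values depend on the pseudocount and are no fold changes. None of the alternatives set before the data were examined closed either gap, the nearest being a pseudocount of 0.01 with 1.78 for Il13ra2 and 2.54 for Il1rn.

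Tnfrsf9 had a log2 fold change of 2.30 with TNF-α, against the paper's 2.80399. Of the alternatives set before the data were examined, only leaving out TNF-α replicate 3 came within the error, at 2.48. The limma-voom model, chosen after seeing the values, gave 2.78.

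Bmp2 had a log2 fold change of 0.77 with TNF-α, against the paper's 1.81381, and of -0.65 with WBT, against the paper's -1.46958. Of the alternatives set before the data were examined, a pseudocount of 0.01 gave 1.99 and -1.36, within the error, and the others did not. The limma-voom model, chosen after seeing the values, gave 2.17 and -1.39.

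The text of the paper states that BMP2 was upregulated by WBT, while its own supplementary list and Fig. 7 show it as lower. Here it was lower in all 3 TNF-α+WBT libraries than in all 3 TNF-α libraries, and no alternative reversed this. The paper lists Il13ra2 and Il1rn as past its thresholds. Il13ra2 had an unadjusted p of 0.114 here, and Il1rn a fitted difference under 2-fold. A pseudocount of 0.01 (2.54, unadjusted p = 0.00183) and limma-voom, which was chosen after seeing the values (2.56, unadjusted p = 0.00119), put Il1rn past both thresholds, and no setting did so for Il13ra2. Bmp2, which the paper lists in both comparisons, was past both thresholds with TNF-α at a pseudocount of 0.01 and with limma-voom, and with WBT in no setting. The paper's supplementary list gives March8 a log2 fold change of 1.79, against 1.20 here. None of the alternatives set before the data were examined gave more than 1.25, and the limma-voom model, chosen after seeing the values, gave 1.80. The paper describes the 3 groups as separated in the principal component analysis, and here TNF-α and TNF-α+WBT overlapped on the first component and were apart on the second. They were apart on the first with a pseudocount of 1 and with genes scaled to unit variance. On the second they overlapped with a pseudocount of 1, with a pseudocount of 0.01 and with the 500 genes of highest variance, and in the last 2 of these settings they were apart on neither component.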

Other observations

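The tests of counts per fragment, of handling or TNF-α activity and of the NF-κB list in other splits of the libraries were chosen only after the result was seen. So were the simulations with 1 mean for unchanged genes and the comparison of pairs of TNF-α libraries on genes chosen between TNF-α+WBT and Con.

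Of the 10 splits of the 6 TNF-α and Con libraries, 1, the real one, gave as many genes past both thresholds, with 227 to 277 in the others. The same held for genes with an adjusted p under 0.05 (1 of 10, with 0 to 3 in the others). Of the 10 splits of the TNF-α+WBT and TNF-α libraries, 4, the real one included, gave as many genes past both thresholds, with 214 to 304 in the others, and 9, the real one included, gave as many with an adjusted p under 0.05, with 0 to 9 in the others. With 10 splits the share cannot fall under 0.1. Between TNF-α and Con the 1236 genes of the real split nonetheless lie far beyond the counts of the other splits, while between TNF-α+WBT and TNF-α the grouping and chance cannot be told apart by these counts.

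The number of genes past the thresholds in opposite directions may come from the TNF-α libraries that both comparisons share. Of 100 simulations without a WBT effect, 72 gave at least the observed 62 opposite genes when unchanged genes had 1 mean, and 99 did with the measured means. They gave medians of 308 and 303 genes past both thresholds between TNF-α+WBT and TNF-α, and of 6 and 8 genes with an adjusted p under 0.05. Neither kind gave the 615 genes observed between TNF-α and Con: the first gave 479 to 559 and the second 930 to 1060, and the opposite genes of the second may be too many for this reason. Of the 20 assignments of the TNF-α and TNF-α+WBT libraries to the groups, 14, the real one included, gave at least 62, with 43 to 79 in the others. With 20 assignments the share cannot fall under 0.05, so these cannot be told apart from the real one. The count of opposite genes is therefore no evidence of a WBT effect on its own.

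Genes expressed and changed by TNF-α did shift slightly towards Con with WBT. Of 170 genes with an adjusted p under 0.05, a fold change over 2 and a mean of at least 1 FPKM between TNF-α and Con, 90.6% lay closer to Con with WBT, by a median of 0.21 on the log2 scale. With the TNF-α library used for the comparison left out of the choice of genes, this was at least 83.9%, which argues against regression to the mean as the whole cause. It was at least 82.8% among genes with a mean of at least 10 FPKM, which argues against low depth. It was at least 81.8% after median centring. Centring moved the median log2 fold change of all genes with WBT only from -0.002 to -0.007, so it hardly tests scaling. Medians this small beside the 0.21 argue only against a shift common to all genes. Genes were also chosen between TNF-α+WBT and Con, at a mean of at least 1 FPKM. For these, pairs of TNF-α libraries gave at most 62.6%, against 84.0% for WBT. At a mean of at least 10 FPKM the values were 65.2% and 91.3%. The pairs compare single libraries, whereas the values for WBT compare group means. At the 1 FPKM limit, single TNF-α+WBT libraries against a left-out TNF-α library gave at least 78.5%, or 76.1% after median centring. An effect of WBT stays open, and so does a difference in handling or in TNF-α activity between the cultures of the 2 groups, since the labels name 0 batches. These cannot be told apart.

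The NF-κB target list rose with TNF-α in 35 of 36 genes (median log2 fold change 1.04, also with genes at the limit set to their bound; adjusted p = 9.58e-41 in limma's camera, over the lists). Its mean log2 value was 1.68 to 1.72 in the Con libraries, 3.05 to 3.07 with TNF-α and 2.82 to 2.87 with TNF-α+WBT. With WBT, 32 of the 36 fell (median -0.22, or -0.21 with bounds; adjusted p = 7.34e-12), and each TNF-α+WBT library lay below each TNF-α library. Adjusted over the list alone, 30 genes changed with TNF-α and 7 with WBT, against 27 and 0 over all genes tested (14 with WBT at an unadjusted p under 0.05). In either comparison 1 of the 10 splits, the real one, gave as small a camera p. In the other splits of TNF-α and Con the unadjusted camera p was 1.06e-06 to 0.00127. In those of TNF-α+WBT and TNF-α it was 5.91e-05 to 0.415, so wrong groupings could also give a small camera p. Each wrong split mixes both groups unequally, so part of a real difference stays in it. These values therefore do not show what camera gives without an effect. The hub genes, chosen by the study on these libraries and so not independent evidence, had adjusted p-values of 9.15e-17 (26 of 33 higher, median 1.03) and 0.000808 (23 of 33 lower, median -0.21, or -0.17 with bounds). The NF-κB list shares genes with the hub genes, among them Ccl2, Vcam1, Csf1, Mmp9 and Tlr2, and Tnfaip3 with the genes the discussion names. The results of these lists are therefore not separate evidence. Adjusted over the lists, both NF-κB results (5.05e-05 and 0.00196) and that of the hub genes with TNF-α (0.00214) held under an estimated correlation, and that of the hub genes with WBT did not (0.104). All 4 held under fry, where the last had an adjusted p of 0.0424.

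The interferon response list rose with TNF-α in 30 of 33 genes (median 0.48; adjusted p = 3.3e-14), which held under an estimated correlation (adjusted p = 0.00428) and fry (adjusted p = 1.65e-05), with 18 genes adjusted over the list alone and 10 over all genes, and did not differ with WBT (adjusted p = 0.905). The 7 genes the discussion names, chosen by the study, rose with TNF-α in 6 (median 0.92; adjusted p = 4.53e-05, also past 0.05 under both other tests) and had an adjusted p of 0.507 with WBT. The tricarboxylic acid cycle list fell with TNF-α in 20 of 25 genes by a median of -0.05 (adjusted p = 0.0242, with 0.251 under an estimated correlation and 0.0465 with fry, both adjusted) and had an adjusted p of 0.526 with WBT. Glycolysis genes rose with TNF-α in 15 of 19 (median 0.17; adjusted p = 0.0495) and with WBT in 16 (median 0.09; adjusted p = 0.012), and neither held under an estimated correlation or fry. Osteoclast genes had adjusted p-values of 0.624 and 0.905, and the Fig. 7 targets 0.446 and 0.905.

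In the paper's supplementary tables, the counts of a gene divided by its estimated fragments had medians of at least 4.077 in each of the 6 libraries of TNF-α and TNF-α+WBT, and at least 79.9% of genes lay within 10% of 4. The values are in line with each sequenced fragment having entered the table as more than 1 count, which was not tested further. Of the 177 named genes in the paper's table for TNF-α+WBT and TNF-α, 49 have an adjusted p there and 9 of these are under 0.05. The p-values of that table may rest on these larger counts, which was not tested either.

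Of the cytokines measured by ELISA, Il1b was listed at 0 in all 9 libraries, where 3 fragments would be 0.0849 to 0.131 FPKM depending on the library, and Il6 held at most 1.0 estimated fragment in any library (at most 0.0374 FPKM). With both RNAs at or under 3 fragments in every library, no difference between the groups could be measured at this depth. The paper reports by ELISA that TNF-α raised and WBT lowered both proteins, and these RNA values show neither change. Tnf was also listed at 0 in all 9 libraries. The TNF-α receptor genes Tnfrsf1a and Tnfrsf1b were expressed at 31.2 to 56.8 and 15.5 to 17.4 FPKM.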
